# Probing regenerative heterogeneity of corticospinal neurons with scRNA-Seq

**DOI:** 10.21203/rs.3.rs-2588274/v1

**Published:** 2023-02-21

**Authors:** Hugo Kim, Junmi Saikia, Katlyn Monte, Eunmi Ha, Daniel Romaus-Sanjurjo, Joshua Sanchez, Andrea Moore, Marc Hernaiz-Llorens, Carmine Chavez-Martinez, Chimuanya Agba, Haoyue Li, Daniel Lusk, Kayla Cervantes, Binhai Zheng

## Abstract

The corticospinal tract (CST) is clinically important for the recovery of motor functions after spinal cord injury. Despite substantial progress in understanding the biology of axon regeneration in the central nervous system (CNS), our ability to promote CST regeneration remains limited. Even with molecular interventions, only a small proportion of CST axons regenerate^1^. Here we investigate this heterogeneity in the regenerative ability of corticospinal neurons following *PTEN* and *SOCS3* deletion with patch-based single cell RNA sequencing (scRNA-Seq)^2,3^, which enables deep sequencing of rare regenerating neurons. Bioinformatic analyses highlighted the importance of antioxidant response and mitochondrial biogenesis along with protein translation. Conditional gene deletion validated a role for NFE2L2 (or NRF2), a master regulator of antioxidant response, in CST regeneration. Applying Garnett^4^, a supervised classification method, to our dataset gave rise to a Regenerating Classifier (RC), which, when applied to published scRNA-Seq data, generates cell type- and developmental stage-appropriate classifications. While embryonic brain, adult dorsal root ganglion and serotonergic neurons are classified as Regenerators, most neurons from adult brain and spinal cord are classified as Non-regenerators. Adult CNS neurons partially revert to a regenerative state soon after injury, which is accelerated by molecular interventions. Our data indicate the existence of universal transcriptomic signatures underlying the regenerative abilities of vastly different neuronal populations, and further illustrate that deep sequencing of only hundreds of phenotypically identified CST neurons has the power to reveal new insights into their regenerative biology.

## Introduction

After spinal cord injury, axons from the corticospinal tract (CST) do not regenerate spontaneously to a significant extent. Extensive research has been conducted on the neuron intrinsic and extrinsic control of axon regeneration after CNS injury^5,6^. One of the first and more robust neuron-intrinsic pathways manipulated to promote regeneration is the *PTEN/mTOR* pathway: genetic knockout or shRNA knockdown of *PTEN*, a negative regulator of *mTOR* signaling, promotes CST regeneration^1,7,8^. However, even with such molecular interventions, only a few percent of CST axons regenerate, and this regeneration further declines with age^9^. Therefore, understanding the regenerative heterogeneity may be key to unlocking the mechanism of regeneration under a variety of pathophysiological conditions. In the retinal system, different retinal ganglion cell (RGC) subtypes are known to possess different regenerative capabilities and can differentially respond to molecular interventions^10,11^. Such regenerative heterogeneity has not been explored in the CST.

ScRNA-Seq is a powerful tool to dissect the molecular heterogeneity among cells. Currently, most scRNA-Seq approaches involve tissue dissociation and random barcoding, sometimes aided by fluorescence-activated cell sorting (FACS) to purify the cells of interest^12^. Single cells in suspension are then sequenced using microfluidic devices such as the Chromium controller (10x Genomics)^13^. These methods are particularly suited to profile large numbers of cells in an unbiased manner, followed by bioinformatic analyses that define cell type taxotomy^14,15^.

However, there are several drawbacks with these approaches when probing a very small, specific neuronal population with a particular phenotype, such as in the case of regenerating CST neurons. First, a very large number of cells need to be sequenced to reach a sufficient number of rare cells with the desired phenotype. With their somas residing in layer 5 of the sensorimotor cortex, CST neurons already represent a small portion of all cells through the cortical layers in the sensorimotor cortex. Assuminĝ 3% of CST neurons regenerating, we estimated that regenerating CST neurons in *PTEN*-deleted mice represent ~0.0118% of all cells in the cortical tissue harvested for scRNA-Seq [3% × 4K retrogradely labeled CST neurons / (6.8 mm^3^ × 150K cells/mm^3^)]^16^. Thus, for every 100 regenerating CST neurons profiled, one would need to sequence ~0.85 million cells, the vast majority of which would not provide directly relevant information. Second, with a relatively low sequencing depth, the 10x Genomics-based methods may not detect subtle differences (e.g., on rare transcripts) among individual neurons of the same type. Third, cell dissociation and FACS may distort the transcriptome, especially for projection neurons with long processes^17^.

These challenges can be addressed with a Patch-based scRNA-Seq method, which allows for high sequencing depth while its inherently low throughput does not present a barrier since our target neuronal population is very small. Patch-Seq was developed to capture the electrophysiological and morphological traits along with single cell transcriptomes on the same neurons, where the patch clamp pipette is repurposed to collect single cells from acute tissue slices^2,3^. Microscopy imaging can be integrated into the workflow to include morphological information, further expanding the multimodal capabilities of Patch-seq^18,19^.

To this end, we have applied Patch-based scRNA-Seq to interrogate the transcriptomic profiles of regenerating vs non-regenerating CST neurons following *PTEN* and *SOCS3* deletion. Here we primarily used Patch-Seq as a method to collect neurons under visual guidance without employing its electrophysiological capabilities. To minimize PCR biases, we adopted a recently published linear amplification method that allows for high quality, deep sequencing of high complexity transcriptomes^20^. We show that deep sequencing even on as few as hundreds of CST neurons can identify new candidates for regeneration regulators, and when analyzed in conjunction of published scRNA-Seq datasets, yields further new insights on regenerative biology.

## Results

### Experimental setup to differentially label regenerating CST neurons

We applied *PTEN* and *SOCS3* co-deletion to induce CST regeneration, as their co-deletion had previously been shown to synergistically promote axon growth (regeneration or sprouting) from RGCs and CST neurons^21,22^. To differentially label regenerating vs non-regenerating CST neurons, we applied two different retrograde viral tracers: one before and the other after a dorsal hemisection spinal cord injury (Fig. 1a). Specifically, we applied the following surgeries on *PTEN*^*fl/fl*^*;SOCS3*^*fl/fl*^*;tdTomato*^*fl/fl*^ mice along with *tdTomato*^*fl/fl*^ control mice. First, we injected AAV-retro-Cre into the thoracic cord at low T8 level at 8 weeks of age to induce *PTEN* and *SOCS3* deletion and simultaneously activate the *Rosa26-lsl-tdTomato* reporter^23^. After 4 weeks, we applied dorsal hemisection injury 500 μm above the first injection site at T8. After another 6 weeks, we injected AAV-retro-GFP at low T8 (at the original AAV-retro-Cre injection level, 500 μm below injury). We expected that, in *PTEN*^*fl/fl*^*;SOCS3*^*fl/fl*^*;tdTomato*^*fl/fl*^ mice, no more than a few percent of CST axons would regenerate ~500 μm beyond the injury site within the 10-week post-injury survival time and consequently pick up the 2nd tracer in green (GFP), whereas tdTomato would label both regenerating and non-regenerating neurons. Accordingly, green/red doubly fluorescent CST neurons would have regenerated, while red (tdTomato) only CST neurons would most likely have not regenerated (Fig. 1b,c).

Histological analyses on brain sections confirmed that GFP/tdTomato doubly fluorescent (regenerating) neurons represented only a small subpopulation of all CST neurons that were labeled in two *PTEN*^*fl/fl*^*;SOCS3*^*fl/fl*^*;tdTomato*^*fl/fl*^ mice (559/15,451 = 3.6%). No GFP labeled neurons were found in two *tdTomato*^*fl/fl*^ control mice (0/22,849 = 0%), verifying no detectable CST regeneration without molecular intervention (Fig. 1d,e).

### Patch-based single cell sequencing and differential expression analyses

We used patch pipette to collect cytoplasmic material of 326 CST neurons (123 regenerating, 203 non-regenerating) from acute brain slices of 29 *PTEN*^*fl/fl*^*;SOCS3*^*fl/fl*^*;tdTomato*^*fl/fl*^ mice. 

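Material of single corticospinal neurons was collected with a patch pipette (cytoplasmic material by the paper's results, the entire cell lifted out on the pipette by its methods), amplified as antisense RNA and sequenced, with 1 targeted cell per library. CST axons had taken up AAV-retro-Cre at 8 weeks of age, which deleted PTEN and SOCS3 and switched on tdTomato. The spinal cord was injured 4 weeks later. A second virus, carrying GFP, was injected 500 μm below the injury 6 weeks after that, and cells were collected 4 weeks after the second injection. Neurons with both colours were taken as regenerating (123 libraries) and neurons with tdTomato only as non-regenerating (203 libraries), the latter by the paper's account most likely so. The deposited titles name the neurons of both groups as regenerating, while their colour and description fields separate the groups as the paper does. The deposited table of cells ties them to 28 animals, with regenerating cells from 23 of them and non-regenerating cells from 26, and the paper states 29 mice. The authors aligned reads with STAR 2.5.3a to GENCODE M22 and counted them with HTSeq, and the deposited values are whole-number counts per gene, neither normalized nor filtered. Regenerating libraries held a median of 60792 counts in genes (range 0 to 2884077) and non-regenerating libraries a median of 52230 (range 0 to 5120880). Cells of 1 mouse share the animal and its surgery, so the mouse was the replicate. Counts were summed over the cells of each mouse and group where at least 2 cells had been taken, which gave 19 regenerating and 23 non-regenerating sums from 25 mice, 17 of them with both groups. These sums were compared with edgeR's quasi-likelihood test after TMM scaling, with the mouse as a block and Benjamini-Hochberg adjustment. Levels of a group are given as counts per 1000000 (CPM) of all its cells together, with 95% Poisson intervals that cover counting error only.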

Cell collection was visually guided with both tdTomato and GFP fluorescent signals, although the setup we used did not allow for high resolution reconstruction of neuronal morphology (Fig. 1f–k). These cells were processed using a modified aRNA linear amplification protocol^20^, followed by standard Illumina TruSeq Stranded mRNA Library Prep. This method allowed us to conduct high quality, high depth sequencing of single cells. We targeted to sequence 5 million reads per cell, mapped uniquely to exons at ~1 million read pairs, which is ~100 times the depth of high quality 10x Genomics data (average 10K read pairs with sequencing saturation starting at 20K).

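Most reads of the single cells fell outside annotated genes. The deposited table lists all reads of each library, with a median of 2061636 reads per cell, of which 2.27% in the median regenerating cell and 2.47% in the median non-regenerating cell were counted in a gene. Of reads with a unique alignment, 3.73% and 4.16% lay in genes, against 72.4% in the median of 4 bulk brain libraries deposited with the cells. The median of all cells was 54449 gene counts, and 10 of 326 cells held at least 1000000. Genes with at least 1 count numbered 9629 in the median regenerating and 9179 in the median non-regenerating cell. After every cell was thinned to 20000 counts, which left out 39 regenerating and 58 non-regenerating cells, the medians were 6021.5 and 6228 genes. Mitochondrially encoded genes took 2.10% and 2.07% of the counts of the median cell. Chemoreceptor genes, which serve smell and taste, took 1.62% and 1.49%. In 3 regenerating cells over 30% of the unique reads lay in genes. They came from 3 mice and held 756, 1229017 and 2497492 gene counts, and the last 2 made up 4.74% and 9.64% of all counts of the regenerating group.

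**Figure D1:**
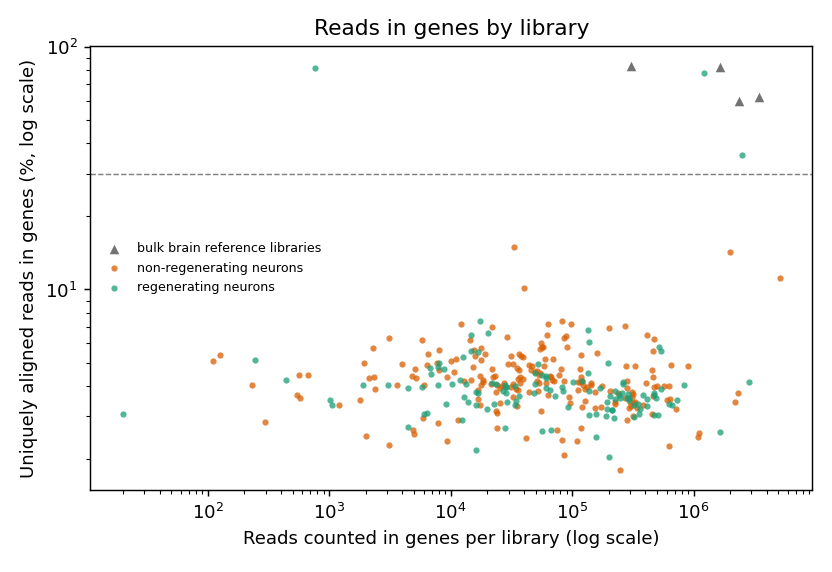
Share of uniquely aligned reads that were counted in genes against the number of gene counts, both on log scales, for each library with a gene count. Points are single regenerating (green) and non-regenerating (orange) neurons and triangles are bulk brain libraries. The dashed line marks 30%, above which 3 regenerating cells lie.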

Because of the high sequencing depth, we analyzed our data using both bulk RNA-Seq methods (DESeq2, EdgeR) and single cell methods (Seurat, Garnett, SingleR). To this end, we first analyzed differential gene expression with DESeq2 and EdgeR. DESeq2 gave 862 differentially expressed (DE) genes, with 711 overexpressed and 151 underexpressed genes in regenerating neurons as compared with non-regenerating neurons (FDR corrected p-value < 0.05, |log2 Fold change| > 1) (Fig. 1l,m). 

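No gene was called higher or lower in regenerating neurons when mice were the replicates and the mouse was a block. edgeR's quasi-likelihood test with the mouse as a block covered 5956 genes, and the lowest adjusted p was 0.999. At an unadjusted p under 0.05 there were 2.87% of these genes by edgeR and 453 genes by DESeq2, which called none after adjustment either (lowest adjusted p 0.0788). Among the named genes that passed edgeR's filter, the highest log2 fold changes were in Rpl12, a protein of the large ribosomal subunit, with a log2 fold change of 1.40 (standard error 0.67), and in Nlgn3, a postsynaptic adhesion protein, with a log2 fold change of 1.25 (standard error 0.46). Nlgn3 stood at 72.8 CPM (69.6 to 76.2) in regenerating and 24.6 CPM (23.1 to 26.3) in non-regenerating neurons, or 41.8 CPM without 1 cell of mouse 21 and 16.3 CPM without 1 of mouse 20, and its sum was higher in the regenerating cells of 12 of 17 mice. Among named genes with negative values, though not the lowest of them, Mtor, the kinase of the mTOR complexes, had a log2 fold change of -0.85 (standard error 0.35) and was lower in 15 of 17 mice. Plxna4, a semaphorin receptor, had a log2 fold change of -0.84 (standard error 0.43), and Nrxn3, a presynaptic adhesion protein, a log2 fold change of -0.82 (standard error 0.51). Markers of the layer 5 corticospinal identity had a median log2 fold change of -0.04 over 14 measured genes (fry adjusted p = 0.885), while their paired total, in a test chosen after the data were seen, differed by 0.45 (standard error 0.23, higher in 12 of 17 mice, exact permutation test, p = 0.049, adjusted p = 0.40), and by 0.18 (adjusted p = 0.90) without 3 cells rich in gene reads. Crym stood at 224 CPM (218 to 229.9) in regenerating and 160.4 CPM (156.4 to 164.5) in non-regenerating neurons. Pten and Socs3, deleted in all of these neurons by design, stood at 38.1 and 10.1 CPM in regenerating and 42.7 and 14.2 CPM in non-regenerating neurons, and counts of whole genes do not show whether the floxed exons are gone. Without the mouse block edgeR called 475 genes higher and 273 lower. On simulated sums with known changes, the blocked test over 5956 genes recovered 94% of 4-fold changes and 100% of 8-fold changes. These sums were drawn from the blocked fit itself, so recovery in the real sums may be lower.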

Gene ontology (GO) analysis revealed that overexpressed genes (in regenerating neurons, as below) were enriched in ATP metabolic process (FDR = 7.51E-10), oxidative phosphorylation (FDR = 1.80E-08) and cellular respiration (FDR = 1.05E-7), indicating that mitochondrial activities are heavily involved in CST regeneration (Supplementary Table 1).

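Oxidative phosphorylation transcripts were higher in the regenerating than in the non-regenerating neurons of most mice when counts of the genes were added up, while no single gene of the group passed the test. The list, fixed before the data were examined, holds 78 nuclear-encoded subunits of respiratory complexes I to IV and of ATP synthase. Its total was higher in regenerating neurons in 13 of 17 mice, with a mean log2 difference of 0.91 (standard error 0.29, exact two-sided sign-flip permutation test over mice, p = 0.0018, adjusted p = 0.022 over 24 lists). This test of list totals was chosen after the data were seen. Cox7c, a subunit of cytochrome c oxidase, had a log2 fold change of 0.85 (standard error 0.56) and Ndufs1, of complex I, a log2 fold change of 0.49 (standard error 0.43). Ndufa10 and Atp5b, of complex I and of ATP synthase, had log2 fold changes of -0.24 and -0.17 (standard errors 0.56 and 0.57). Only 9 of the 78 genes passed edgeR's filter, with a median log2 fold change of 0.11 and an adjusted p of 0.832 from fry. With no filter, 47 of 78 were positive, with an adjusted p of 0.00032 from camera's preset correlation and an adjusted p = 0.806 with an estimated correlation. The genes encoded by the mitochondrial genome, which also belong to these complexes, were positive in 9 of 9 cases with a median of 0.37 (camera adjusted p = 0.0014, and adjusted p = 0.658 with an estimated correlation). Their paired total did not pass, with a mean log2 difference of 0.53 (standard error 0.38, higher in 13 of 17 mice, exact permutation test, p = 0.18, adjusted p = 0.61). This difference lay at percentile 93.9 of random lists matched on summed CPM and 97.8 of those matched on the share of cells with a count. By the mean CPM of cells the difference was 0.26, at percentile 67.8. Over all cells together the list stood at 5301 CPM in regenerating and 3156 CPM in non-regenerating neurons. The 3 cells rich in gene reads held 67% of the regenerating counts of the list. They held 75.4% of those of astrocyte markers and 67.6% of those of neuron markers. Without them the regenerating level was 2042 CPM and the paired difference 0.77 (standard error 0.22, exact permutation test, adjusted p = 0.023, higher in 13 of 17 mice). Of the non-regenerating counts, 1 cell of mouse 27 held 52.4%, and the level was 1585 CPM without it. When all 7 cells with over 10% of unique reads in genes were left out (3 regenerating and 4 non-regenerating, a choice made after the data were seen), the levels were 2042 and 1260.0 CPM and the paired difference 0.90 (adjusted p = 0.022, with 0.022 to 0.78 over 7 alternatives). The paired call was lost in quality cells (0.73, adjusted p = 0.56), in thinned cells (0.93, adjusted p = 0.78), with sums of at least 4 cells (0.49 over 9 mice, exact permutation test, adjusted p = 0.28) and in neuron-led cells (1.38 over 11 mice, adjusted p = 0.14). The paired total of astrocyte markers also leaned higher, in all cells (0.66, higher in 11 of 17 mice, adjusted p = 0.58), without the highest cell of each gene (0.88, higher in 13 of 17 mice, adjusted p = 0.035), in quality cells (1.04, higher in 10 of 11 mice, adjusted p = 0.12) and in neuron-led cells (1.27, higher in 8 of 11 mice, adjusted p = 0.23), with an adjusted p of 0.035 to 0.90 over 7 alternatives. In the 6 mice whose astrocyte total was not higher, the oxidative phosphorylation total differed by 1.00 (standard error 0.40, higher in 6). From the enrichment of these terms among the overexpressed genes, the paper reasons that mitochondrial activities take part in CST regeneration.

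**Figure D2:**
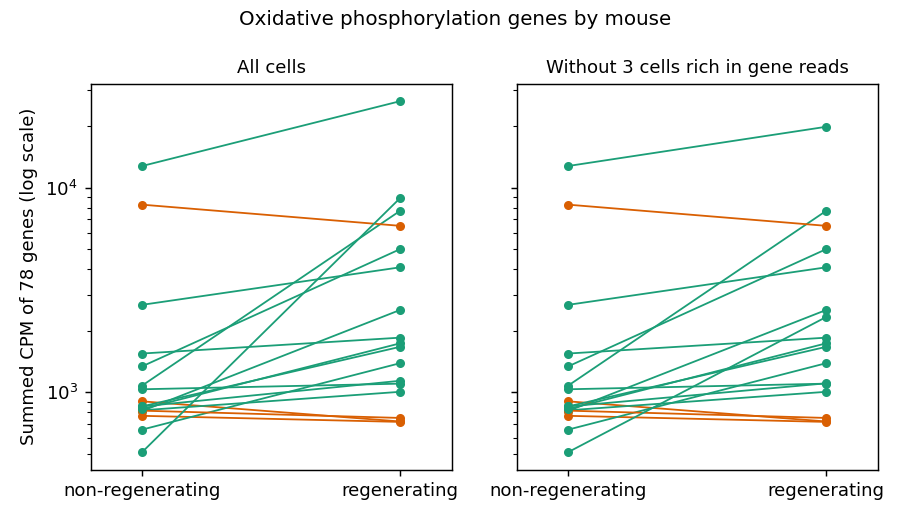
Summed CPM of the 78 genes of oxidative phosphorylation, on a log scale, in the non-regenerating and regenerating cells of each mouse with both groups, with all cells (left) and without the 3 cells rich in gene reads (right). Each line is 1 of 17 mice, green where regenerating cells were higher and orange where they were lower. The line rises in 13 of 17 mice in both panels.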

Two top differentially overexpressed genes include *ATP5A1* and *ATPIF1*, which are regulators of mitochondrial ATP synthesis, likely reflecting the requirement for high energy production during regeneration (Supplementary Table 3A, Fig. 1l). 

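Atp5a1, which encodes the alpha subunit of ATP synthase (ENSMUSG00000025428, chromosome 18 of GRCm38 from 77773729 to 77782869), stood at 248 CPM (242 to 255) in regenerating and 3.37 CPM (2.81 to 4.01) in non-regenerating neurons. A single cell of mouse 27 held 95.9% of its regenerating count (level 11.2 CPM without it), and the 3 cells rich in gene reads held 99.2%. Without those 3 the regenerating level was 2.39 CPM. A count was seen in 17.1% of regenerating and 19.7% of non-regenerating neurons, and in mice with both groups the regenerating sum was higher in 4 and lower in 9 of 17. Atpif1, the inhibitor of ATP synthase (ENSMUSG00000054428, chromosome 4 of GRCm38 from 132530555 to 132533659), stood at 147.9 CPM (143.2 to 152.6) in regenerating and 74.7 CPM (71.9 to 77.5) in non-regenerating neurons, and at 62.5 CPM without the 3 cells. It had a count in 35.8% of regenerating and 27.1% of non-regenerating neurons, and its sum was higher in the regenerating cells of 11 of 17 mice and lower in 5. A single cell of mouse 27 held 92.4% of the non-regenerating count, and the level was 5.98 CPM without it, while the regenerating level was 67.6 CPM without mouse 27. Both genes fell below edgeR's filter. With no filter and the mouse as a block, Atpif1 had a log2 fold change of 1.82 (standard error 0.64) and an unadjusted p of 0.0041, and Atp5a1 a log2 fold change of 0.04 (standard error 1.70). Neither passed after adjustment over 50651 genes (edgeR, adjusted p of 1). Without the block and with no filter, Atp5a1 was called, with a log2 fold change of 6.59 (standard error 1.23) and an adjusted p of 0.00081 from edgeR.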

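Setd3 encodes an actin histidine methyltransferase (ENSMUSG00000056770, chromosome 12 of GRCm38 from 108106431 to 108179314), Atf4 a transcription factor of the stress response (ENSMUSG00000042406, chromosome 15 of GRCm38 from 80255184 to 80257541) and Eif3f a subunit of the translation initiation complex eIF3 (ENSMUSG00000031029, chromosome 7 of GRCm38 from 108934417 to 108942951). Over all cells of each group, Setd3 stood at 360.1 CPM (353 to 367) in regenerating and 7.55 CPM (6.69 to 8.48) in non-regenerating neurons, Atf4 at 183.3 and 7.76 CPM, and Eif3f at 335 and 18 CPM. Most of the regenerating count lay in the 3 cells rich in gene reads, with 96.9% for Setd3, 97.2% for Atf4 and 52.1% for Eif3f. Without those cells the regenerating levels were 13, 5.91 and 187.6 CPM. Of the rest of the Eif3f count, 1 cell of mouse 4 held 95%, and without it as well the regenerating level was 9.46 CPM, below the non-regenerating one. The shares of cells with a count were alike, as Setd3 was found in 43.1% of regenerating and 36.5% of non-regenerating neurons, Atf4 in 35.8% of regenerating and 36.9% of non-regenerating neurons and Eif3f in 36.6% of regenerating and 37.9% of non-regenerating neurons, with overlapping exact 95% intervals. Across the 17 mice with both groups the regenerating sum was higher in 10 for Setd3, 8 for Atf4 and 5 for Eif3f. None of the 3 genes passed edgeR's filter. With no filter and the mouse as a block, the log2 fold changes were 0.68 (standard error 0.64), -0.04 (standard error 0.62) and -0.37 (standard error 0.61), and none passed. Without the block and with no filter edgeR called all 3 higher, with log2 fold changes of 6.42, 4.89 and 4.12.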

Other top differentially overexpressed genes include *SETD3*, *ATF4* and *EIF3F*. *SETD3* is an actin-specific histidine methyltransferase contributing to cytoskeleton integrity, and was recently found to mediate *PTEN* suppression-induced neuroprotection in an ischemia-reperfusion injury model by promoting actin polymerization and preserving mitochondrial function^24^. *ATF4* (Activating Transcription Factor 4) encodes a transcription factor of the cAMP response element-binding (CREB) protein family, which has another member, *ATF3*, extensively studied in peripheral axon regeneration. *EIF3F* (eukaryotic initiation factor 3F) is part of the *EIF3* complex that functions in the initiation of protein translation. Ingenuity Pathway Analysis (IPA) identified *EIF2* signaling as the top overexpressed canonical pathway (Extended Data Fig. 1), reaffirming the importance of protein synthesis. 

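Initiation factors of translation did not stand apart between the groups. Of 43 genes of this list, which holds the subunits of eIF2, its kinases and the other initiation factors, 16 were measured and 5 were positive, with a median log2 fold change of -0.13 (fry adjusted p = 0.531 in the edgeR design). Eif2ak3, the kinase PERK that phosphorylates eIF2, had a log2 fold change of 0.42 (standard error 0.37), and Eif2s2, the beta subunit of eIF2, a log2 fold change of 0.17 (standard error 0.58). Eif2ak1, another eIF2 kinase, had a log2 fold change of -0.81 (standard error 0.46) and Eif4ebp2, which holds back eIF4E, a log2 fold change of -0.71 (standard error 0.38). Eif2s1, the alpha subunit of eIF2, stood at 22.7 CPM (20.9 to 24.6) in regenerating and 31.3 CPM (29.6 to 33.2) in non-regenerating neurons, where it was 19.6 CPM without 1 cell of mouse 24. The total of the list was higher in the regenerating cells of 8 of 17 mice, with a mean log2 difference of 0.15 (standard error 0.22), a sign opposite to that of the median. Without the 3 cells rich in gene reads and with no filter, 4 of 43 genes were positive, with a median of -0.44, and the list was lower by fry (adjusted p = 0.0485) but not by camera with an estimated correlation (adjusted p = 0.445). Over all 50623 genes of that fit the median was -0.21, and fry does not set a list against the other genes.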

Other top pathways included oxidative phosphorylation, regulation of eIF4 and p70S6K signaling (related to mTOR and protein translation), Huntington’s disease signaling, and mitochondrial dysfunction, among others.

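Most measured genes of mTOR and p70S6K signaling had negative log2 fold changes in regenerating neurons, none of which passed the test, while the total of the list was not called in all cells. Of 19 measured genes of this list, 4 were positive and the median log2 fold change was -0.34 (fry adjusted p = 0.265). The total of the list, in a test chosen after the data were seen, differed by -0.14 (standard error 0.36, higher in 7 of 17 mice, exact permutation test, adjusted p = 0.95), and without the highest cell of each gene by -0.36 (standard error 0.11, lower in 12 of 17 mice, adjusted p = 0.035, with 0.035 to 0.99 over 7 alternatives). Pik3cb, a catalytic subunit of PI3 kinase, had a log2 fold change of -0.86 (standard error 0.49), and Sesn3, which restrains mTORC1, a log2 fold change of 0.29 (standard error 0.44). Rps6kb1, which encodes p70S6K, stood at 32.7 CPM (30.6 to 35) in regenerating and 80.1 CPM (77.2 to 83) in non-regenerating neurons, and Eif4e, the cap-binding protein, at 18.8 CPM (17.2 to 20.6) in regenerating and 43.4 CPM (41.3 to 45.5) in non-regenerating neurons. Single cells made up much of these differences of level, as 1 cell of mouse 26 held 53.1% of the non-regenerating count of Rps6kb1 (38.2 CPM without it) and 1 of mouse 12 held 64.9% of that of Eif4e (15.3 CPM without it, below the regenerating level). The regenerating level of Eif4e was 12 CPM without mouse 21. The regenerating sum was lower in 11 of 17 mice for Rps6kb1 and higher in 10 for Eif4e. Htt, the huntingtin gene, had a log2 fold change of -0.03 (standard error 0.47) and a sum that was higher in the regenerating cells of 9 of 17 mice. With no filter 6 of 30 genes of the mTOR list were positive and camera's preset correlation placed it lower (adjusted p = 0.0049), with an adjusted p = 0.806 with an estimated correlation. The median over all 50651 genes of that fit was -0.21.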

Through gene network analyses on all DE genes (FDR<0.05, fold change>2), we found gene hubs that control large numbers of DE genes. 

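Nfe2l2 (ENSMUSG00000015839, chromosome 2 of GRCm38 from 75675513 to 75704641) was detected in 43.9% of regenerating and 32.5% of non-regenerating neurons, with exact 95% intervals of 35% to 53.1% and 26.1% to 39.4%. It stood at 20.4 CPM (18.7 to 22.2) in regenerating and 12.3 CPM (11.2 to 13.5) in non-regenerating neurons, with 41.3% of the non-regenerating count in 1 cell of mouse 24 (7.68 CPM without it), and its sum was higher in the regenerating cells of 9 of 17 mice. It fell below edgeR's filter, and with no filter and the mouse as a block it had a log2 fold change of 0.03 (standard error 0.61). Ppargc1a (ENSMUSG00000029167, chromosome 5 of GRCm38 from 51454250 to 51567726) was detected in 61.8% of regenerating and 64.5% of non-regenerating neurons and stood at 74.1 CPM (70.8 to 77.5) in regenerating and 81.5 CPM (78.6 to 84.4) in non-regenerating neurons, where it was 58.3 CPM without 1 cell of mouse 26. In edgeR's blocked test it had a log2 fold change of 0.46 (standard error 0.55), with an adjusted p of 0.999, and its sum was higher in the regenerating cells of 10 of 17 mice. Ppargc1b, its paralog, had a log2 fold change of -0.21 (standard error 0.49). For both genes the log2 fold change was smaller than its standard error.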

Two hub genes that repetitively emerged from these analyses and regulate large numbers of DE genes were *NFE2L2* and *PPARGC1A* (Fig. 1n,o). *NFE2L2* (nuclear factor erythroid-derived 2-like 2, also known as nuclear factor erythroid 2-related factor 2, or *NRF2*; not to be confused with another gene, nuclear respiratory factor 2, or *NRF-2*) encodes a transcription factor that activates antioxidant genes under oxidative stress in response to injury and inflammation^25,26^. *PPARGC1A* (peroxisome proliferator-activated receptor gamma coactivator 1-alpha, or PGC-1α) encodes a transcriptional co-activator that serves as a master regulator of mitochondrial biogenesis^27^. The Graphical Summary of IPA Core Analysis indicates that overexpression of these two genes is related to an increase in “Size of body” function, a decrease in cell death of tumor or cancer cells, and transport of molecules and vesicles (Fig. 1p). Additional hub genes include regeneration promoters *MYC* and *IGF1R*. 

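Myc, a transcription factor of growth and ribosome production, was lower in the regenerating sum of 13 of 17 mice, with a log2 fold change of -0.58 (standard error 0.33) in edgeR's blocked test (unadjusted p = 0.090, adjusted p = 0.999). It stood at 12.1 CPM (10.8 to 13.5) in regenerating and 18.3 CPM (17 to 19.8) in non-regenerating neurons and was detected in 49.6% of regenerating and 53.7% of non-regenerating neurons. Igf1r, the receptor of insulin-like growth factor 1, had a log2 fold change of 0.28 (standard error 0.42), was higher in the regenerating sum of 10 of 17 mice, and stood at 99.4 CPM (95.6 to 103.4) in regenerating and 67.7 CPM (65.1 to 70.4) in non-regenerating neurons. Neither passed the test.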

Direct upstream regulators included *RICTOR* (Inhibited, p=1.58E-33), *MLXIPL* (activated, 2.06E-24) and *MYC* (activated, p=1.07E-21) (Supplementary Table 4). 

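Rictor, a part of mTORC2, had a log2 fold change of -0.11 (standard error 0.41) in edgeR's blocked test and stood at 49.4 CPM (46.7 to 52.2) in regenerating and 52.7 CPM (50.4 to 55) in non-regenerating neurons, where it was 28 CPM without 1 cell of mouse 12, while the regenerating level was 53.7 CPM without mouse 4. Mlxipl, a transcription factor that responds to glucose, fell below the filter and had a log2 fold change of -0.07 (standard error 0.57) with no filter. Transcript levels of the regulators are a different measure from the activity that the paper inferred from their targets. Of 25 MYC targets listed before the data were examined, 9 were measured, 2 of them positive, with a median log2 fold change of -0.23 (fry adjusted p = 0.531). Ran, a nuclear transport GTPase, had a log2 fold change of 0.32 (standard error 0.60) and Npm1, of ribosome assembly, a log2 fold change of -0.46 (standard error 0.51). The total of the list ran the other way, with a mean log2 difference of 0.57 (standard error 0.30) and higher values in 11 of 17 mice (exact permutation test, adjusted p = 0.41), and 0.24 (standard error 0.23) without the 3 cells rich in gene reads. One cell held 83.5% of the regenerating count of Ran.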

RICTOR (Rapamycin-insensitive companion of mTOR) is a component of the mTORC2 complex, which has been shown to inhibit axon regeneration^28^.

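Genes higher in regenerating neurons in an edgeR fit without the mouse block came largely from single cells. That fit of the 42 sums called 475 genes higher and 273 lower of 5956, and 2019 and 1624 of 50651 with no filter, where the blocked edgeR fits called none. For the 475 genes, a single cell held a median of 55.8% of the regenerating count, and the 3 cells rich in gene reads held over 50% for 224 genes. Over all 5956 genes tested, a single cell held a median of 21.8% of the regenerating and 19% of the non-regenerating count, and the 3 cells held over 50% for 486. Aldoc and Glul, astrocyte enzymes, were among the genes called (log2 fold changes 4.20 and 3.78, edgeR adjusted p = 0.0014 and 0.0023), and the 3 cells rich in gene reads held 88.1% and 92% of their regenerating counts. Hspa5, a chaperone of the endoplasmic reticulum, was also called (log2 fold change 3.82, adjusted p = 0.0030), with 91.6% in those cells. For the 273 lower genes a single non-regenerating cell held a median of 71.7% of the non-regenerating count, as for Slc3a2, an amino acid transporter subunit (log2 fold change -2.73), with 86.2%. Without the 3 cells the unblocked fit called 221 genes higher and 304 lower, and 38.3% of the 475 genes were still called.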

EdgeR, a weighted mean of log transformed method, detected 7751 DE genes (4813 overexpressed and 2948 underexpressed) in regenerating neurons (FDR p-value<0.05, |log2 fold change|>1) (Supplementary Table 5A). GO analysis indicates that overexpressed genes are enriched in cytoplasmic translation, various metabolic processes, ATP biosynthetic process, and oxidative phosphorylation, among others (Supplementary Table 5B), while underexpressed genes are enriched for localization functions such as cellular macromolecule localization and protein localization (Supplementary Table 5D). 

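Cytosolic ribosomal proteins were higher in the regenerating cells of 13 of 17 mice when their counts were added up, with a mean log2 difference of 0.66 (standard error 0.26, exact permutation test, adjusted p = 0.022), and 0.49 (standard error 0.15, adjusted p = 0.023) without the 3 cells rich in gene reads. The call was lost in quality cells (0.73, adjusted p = 0.61), with sums of at least 4 cells (0.45, adjusted p = 0.28), in thinned cells (0.57, adjusted p = 0.85) and in neuron-led cells (0.86, adjusted p = 0.23). Of 16 measured genes 14 were positive, with a median log2 fold change of 0.60 (fry adjusted p = 0.570). Camera's preset correlation placed the list higher (adjusted p = 0.00026), with an adjusted p = 0.608 with an estimated correlation. Rps12, of the small subunit, had a log2 fold change of 1.09 (standard error 0.48), and Rpl23a, of the large subunit, a log2 fold change of -0.26 (standard error 0.63). Ribosomal protein genes share sequence with many processed pseudogenes, whose summed level differed by 0.18 (standard error 0.16), by 0.30 (standard error 0.15, higher in 13 of 17 mice) without the 3 cells and by 0.36 (standard error 0.15, unadjusted p = 0.027) without the highest cell of each gene. The total of astrocyte markers differed by 0.66 (higher in 11 of 17 mice), as much as that of ribosomal proteins, and by 0.88 without the highest cell of each gene (adjusted p = 0.035, with 0.035 to 0.90 over 7 alternatives). In the 6 mice whose astrocyte total was not higher, the ribosomal total differed by 0.18 (standard error 0.15, higher in 3). In such mice it differed by 0.23 without the 3 cells (standard error 0.13, higher in 4 of 7). Without the 7 cells with over 10% of unique reads in genes it was 0.25 (standard error 0.16, 3 of 5). Without the highest cell of each gene it was 0.39 (standard error 0.085, 4 of 4). Genes of axonal transport and localization were not lower as a list. Of 20 measured, 11 were positive, with a median of 0.07 (fry adjusted p = 0.885). Nsf, which recycles SNARE complexes, had a log2 fold change of 0.77 (standard error 0.46), Cltc, the clathrin heavy chain, a log2 fold change of 0.72 (standard error 0.53), and Rhot1, which anchors mitochondria to motors, a log2 fold change of -0.57 (standard error 0.44).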

Of the two different models (DESeq2 and EdgeR), there was an overlapping set of 609 DE genes (474 overexpressed, 135 underexpressed in regenerating neurons, representing ~67% and ~89% of DE genes detected with DESeq2). 

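With mice as replicates and the block, edgeR and DESeq2 shared no called gene, since neither called any (at an unadjusted p under 0.05 there were 453 genes by DESeq2). In fits without the block, DESeq2 called 80 genes higher and 42 lower where edgeR called 475 and 273. Of these, 65 were called higher and 35 lower by both. Ppargc1a, the mitochondrial coactivator, was not called by edgeR without the block either (log2 fold change -0.11, standard error 0.60). Nfe2l2, Setd3, Atp5a1, Atf4 and Eif3f were below the filter of these fits.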

Overlapping genes proved to be strongly significant in both EdgeR (FDR<0.01) and DESeq2 (FDR<0.001). 

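In the edgeR fit without the mouse block and with no filter, 27 of the 78 nuclear-encoded genes of oxidative phosphorylation were called higher in regenerating neurons and 2 lower (34 and 6 adjusted over the list alone), with a median log2 fold change of 1.30. Of 79 cytosolic ribosomal protein genes, 17 were higher and 1 lower, with a median of 1.21. After the 3 cells rich in gene reads were left out, 5 genes of oxidative phosphorylation were higher and 7 lower, with a median of -0.43, and 4 ribosomal genes were higher and 11 lower, with a median of -0.41. Over all genes of that fit the median was -0.18. Those 3 cells were all regenerating. When all 7 cells of both groups with over 10% of unique reads in genes were left out, 9 genes of oxidative phosphorylation were higher and 3 lower, with a median of -0.07, and 5 ribosomal genes were higher and 3 lower, with a median of -0.03. In cells thinned to 20000 counts, a gene of oxidative phosphorylation was found on average in 14.5% of regenerating and 14.1% of non-regenerating neurons.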

The GO biological processes of overlapping overexpressed genes were enriched in oxidative phosphorylation and cellular respiration (Supplementary Table 6A). GO biological process of overlapping underexpressed genes were enriched in neuron differentiation and macromolecule localization (Supplementary Table 6B).

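Genes of neuron differentiation and adhesion went both ways. Of 38 measured, 18 were positive, with a median log2 fold change of -0.09 (fry adjusted p = 0.885), and none passed, adjusted over all genes or adjusted over the list alone. Slit2, an axon guidance ligand, had a log2 fold change of 0.54 (standard error 0.43) and stood at 130.6 CPM (126.2 to 135.1) in regenerating and 91 CPM (88 to 94.1) in non-regenerating neurons. Nrxn3 stood at 324 CPM in non-regenerating and 137.96 CPM in regenerating neurons, with 46.4% of the non-regenerating count in 1 cell of mouse 28 (200.95 CPM without it). Immediate early genes, which respond to slicing, included Homer1, with a log2 fold change of -0.59 (standard error 0.58), and Egr3, with a log2 fold change of 0.29 (standard error 0.54).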

### *NFE2L2* deletion diminishes CST regeneration induced by PTEN deletion

Both *NFE2L2* and *PPARGC1A* emerged as central hubs of gene network and upstream regulators of DE genes in regenerating vs. non-regenerating CST neurons (Fig. 1n–p). 

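Antioxidant genes under the control of NFE2L2 did not move together. Of 35 listed before the data were examined, 8 were measured and 5 were positive, with a median log2 fold change of 0.16 (fry adjusted p = 0.885). Sod1 and Sod2, superoxide dismutases, had log2 fold changes of 0.48 and 0.58 (standard errors 0.55 and 0.56). Gsr, the glutathione reductase, had a log2 fold change of -0.33 (standard error 0.39), and Keap1, which holds NFE2L2 in the cytoplasm, a log2 fold change of -0.50 (standard error 0.43). With no filter 12 of 35 were positive and the median was -0.34, against a median of -0.21 over all 50651 genes of that fit. The total of the list was higher in the regenerating cells of 7 of 17 mice, with a mean log2 difference of 0.06 (standard error 0.30). Genes of mitochondrial biogenesis, which PPARGC1A drives, had a median of -0.18 over 12 measured, with 5 positive (fry adjusted p = 0.885). Tomm40, of the import pore of the outer membrane, had a log2 fold change of 0.79 (standard error 0.54) and Vdac1, its main anion channel, a log2 fold change of -0.95 (standard error 0.63). The paper proposes these genes as hubs of networks built on its differentially expressed genes and as upstream regulators of them. For NFE2L2 it also reports a deletion in mice, which abolished the CST regeneration seen after PTEN deletion. The counts here do not bear on that experiment.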

We thus pursued these as top candidates of new regeneration regulators, starting with *NFE2L2*. Because *NFE2L2* was hypothesized to positively regulate regeneration, we assessed the effect of *NFE2L2* deletion in *PTEN* deletion background, which provides an elevated level of baseline regeneration so that any reduction in regeneration could be detected.

We injected AAV-Cre to the sensorimotor cortex of *NFE2L2*^fl/fl^;*PTEN*^fl/fl^ mice along with *PTEN*^fl/fl^ mice and wild-type (WT) control mice (Fig. 2a). Four weeks later, mice were subjected to dorsal hemisection spinal cord injury. Six weeks later, BDA was injected into the sensorimotor cortex to anterogradely trace CST axons, and mice were sacrificed 2 weeks later. As expected, WT mice exhibited no or little regeneration (Fig. 2b), whereas *PTEN* deleted mice exhibited significant CST regeneration (Fig. 2c)^1^. Strikingly, *PTEN* and *NFE2L2* co-deletion abrogated CST regeneration that is normally seen in *PTEN* deleted mice (Fig. 2d). We quantified CST regeneration with axon density indices rostral to injury and axon number indices caudal to injury as described^29^ (see Methods for details). This quantitative analysis verified the qualitative observation: rostral to injury, *PTEN*;*NFE2L2* doubly deleted mice exhibited a modest decrease in CST axon density indices as compared to *PTEN* deleted mice, but did not reduce to WT levels; caudal to injury, double gene deletion abolished any CST regeneration induced by *PTEN* deletion (Fig. 2e,f). RNAScope in situ hybridization confirmed a substantial reduction of *NFE2L2* mRNA levels in mouse brains (Extended Data Fig. 2). Together, these results identify NFE2L2 as a positive regulator of CST regeneration, and validate our Patch-Seq approach in discovering new regeneration regulators.

### Seurat Cluster Analysis

We next analyzed the data using single cell tools: SingleR, Seurat, Garnett. 

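For the analysis by single-cell tools, the same 326 libraries were used as deposited, and the counts of each cell were neither imputed nor corrected for batch. SingleR, Garnett and the reference that SingleR needs were not run here. Cell identity was read from marker lists fixed before the data were examined, as the list with the highest mean log2(CPM + 1) in each cell. Clusters were built with Seurat 5.3.0, with 2000 variable genes, 10 principal components and a fixed seed, in the 170 cells with at least 2000 genes and 50000 counts (66 of them regenerating). The resolution was raised from 0.1 in steps of 0.1 until 2 clusters appeared, at 0.3. The paper's text does not name the rule by which it removed cells. Each library was collected from 1 targeted cell, and no doublet caller was run, and shares of cells have exact binomial intervals that cover counting error only.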

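Neuronal markers led in 170 of 326 libraries, with 54.5% of regenerating cells (95% interval 45.2% to 63.5%) and 50.7% of non-regenerating cells (95% interval 43.6% to 57.8%). Interneuron markers led in 45 cells and oligodendrocyte markers in 55, or 49 and 33 by the share of list members with a count. Cspg4, a proteoglycan of oligodendrocyte precursors, made up 57.5% of the level of the oligodendrocyte list in regenerating and 81.2% in non-regenerating neurons. Snap25, a SNARE protein of the presynaptic membrane found in neurons, had a count in 72.4% of regenerating and 69% of non-regenerating neurons and stood at 787 CPM (776 to 798) in regenerating and 648 CPM (639.8 to 656) in non-regenerating neurons, and at 397 and 104.98 CPM without the 1 cell of each group, both of mouse 27, that held most of its counts. Crym, a marker of corticospinal neurons, had a count in 82.1% of regenerating and 76.4% of non-regenerating neurons, and Slc17a7, the vesicular glutamate transporter of cortical excitatory neurons, in 50.4% of regenerating and 55.2% of non-regenerating neurons. Gad1, which makes GABA in interneurons, had a count in 66.7% of regenerating and 68% of non-regenerating neurons. Markers of other cell types also had counts, as for Ptprc, a gene of blood cells and microglia, found in 66.7% of regenerating and 62.6% of non-regenerating neurons. Of the 326 cells, 47.9% held fewer than 2000 genes or 50000 counts, and 4 held no gene count.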

Following quality control (which removed 19 cells), we applied SingleR^30^ to transform our data into SingleCellExperiment objects, which classified the vast majority of the samples as neurons (304/307 = 99%) (Fig. 3a). Only three cells exhibited astrocyte expression profile and were excluded from further analysis.

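Astrocyte markers led in 29 libraries (8.90%, 95% interval 6.04% to 12.5%), 12 of them regenerating and 17 non-regenerating. Aldoc, a glycolytic enzyme of astrocytes, stood at 286 CPM (280.0 to 293) in regenerating and 27 CPM (25.3 to 28.7) in non-regenerating neurons (122.2 CPM in regenerating neurons without 1 cell of mouse 27), and Slc1a3, a glutamate transporter of astrocytes, at 94.2 CPM (90.5 to 98) in regenerating and 47 CPM (44.8 to 49.2) in non-regenerating neurons. Slc1a2, the other glutamate transporter, had a count in 72.4% of regenerating and 75.9% of non-regenerating neurons. The 3 cells rich in gene reads held 75.4% of the regenerating counts of the astrocyte list, which stood at 10719 CPM in them and at 588 CPM in the other regenerating cells, against 581 CPM in non-regenerating cells. They also held 67.6% of the regenerating counts of the neuron list. That list stood at 10111 CPM in them and at 816 CPM in the other regenerating cells.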

We conducted non-supervised clustering to determine whether regenerating and non-regenerating neurons would self-segregate based on their transcriptomes. UMAP-based Seurat analysis on all data yielded two strong clusters (number of marker genes=1780, FDR<0.05). 

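Seurat parted the 170 cells into a larger cluster with 62.9% of the cells and a smaller one of 63. Both drew on many animals, with 20 and 19 mice, but in unlike shares. Of the clustered cells of a mouse, 0% lay in the smaller cluster for mouse 7 and 7.69% for mouse 14. This share was 52.6% for mouse 21 and 58.3% for mouse 20. In cells thinned to 20000 counts, genes seen more often in the larger cluster included Plec, a linker of the cytoskeleton (79.4% against 34.9% of cells), Bsn, a presynaptic scaffold (69.2% against 30.2%), and Crmp1, which acts in axon guidance (59.8% against 22.2%). These stood at ranks 1, 6 and 10, with Arf6, Grin3b, Dnaaf2, Fam69c, Wnt10a, Foxc2 and Lrrc4b between them. The 500 genes that leaned most to the larger cluster had a median GC content of 57.3%, against 43.3% for the 500 that leaned most to the smaller. The smaller cluster was led by Ugt1a7c, a glucuronosyltransferase (82.5% against 15%), and the genes after it were mostly predicted genes, with Sfi1, a centrosome protein (84.1% against 40.2%). Neither cluster was led by markers of a cell type, so both stay unnamed. The median cell held 175858 gene counts in the larger and 312562 in the smaller cluster. Of unique reads, 4.11% and 3.58% lay in genes, and 6 genes of satellite-like sequence took 7.14% and 24.5% of the counts.

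**Figure D3:**
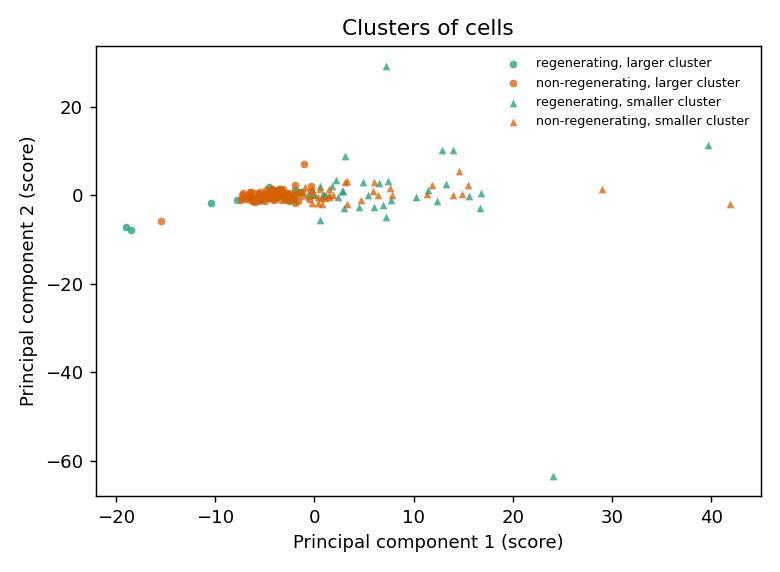
Scores of the 170 clustered cells on principal components 1 and 2. Circles are the cells of the larger cluster and triangles the 63 cells of the smaller one, with regenerating cells in green and non-regenerating cells in orange. The 2 clusters meet along component 1 without a gap, and both groups lie in each.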

(Fig. 3b). 

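Within the larger cluster no gene was called between the groups with mice as replicates and as a block. edgeR's blocked test of 25 sums (8 regenerating, 17 non-regenerating, 8 mice with both groups) covered 12245 genes, 301 of them at an unadjusted p under 0.05. Of 29 measured genes of oxidative phosphorylation 19 were positive, with a median log2 fold change of 0.25 (fry adjusted p = 0.901). Of 10 measured genes of the ATF4 stress response 1 was positive, with a median of -0.18 (fry adjusted p = 0.315), and 1 was lower when adjusted over the list alone. Mtor had a log2 fold change of -0.79 (standard error 0.53) and Nlgn3 of 0.38 (standard error 0.61). Without the mouse block, 884 genes were called higher and 56 lower.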

DESeq2 analysis on Cluster 1 yielded 731 DE genes (661 overexpressed, 70 underexpressed) in regenerating neurons. While Cluster 1 is more balanced between regenerating and non-regenerating neuron, Cluster 2 was enriched in non-regenerating neurons (43 non-regenerating, 10 regenerating) (Fig. 3c). 

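The larger cluster held 34 regenerating and 73 non-regenerating cells, or 31.8% regenerating cells (exact 95% interval 23.1% to 41.5%). The smaller cluster held 32 regenerating and 31 non-regenerating cells, or 50.8% regenerating cells (37.9% to 63.6%). The intervals overlap, cells of 1 mouse are not independent, and no test was made across cells. Animals differed too, as mouse 7, with 0 regenerating and 14 non-regenerating cells, gave 8 cells to the larger cluster and 0 to the smaller. The shares of the groups were not compared within mice. When all 322 cells with a gene count were clustered, the smaller cluster held 12 regenerating and 32 non-regenerating cells, or 27.3% regenerating cells (15.0% to 42.8%), and its median cell held 2708 gene counts. It shared none of its cells with the smaller cluster of the 170 deeper cells. When the genes more than 2-fold different between the groups were left out, the smaller cluster held 34 regenerating and 37 non-regenerating cells. The paper reasons from its 2 clusters that Cluster 2 is enriched in non-regenerating neurons.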

There were no significant DE genes between regenerating and non-regenerating neurons within Cluster 2.

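In the smaller cluster no gene passed edgeR's test either, over 17345 genes and 11 sums (6 regenerating, 5 non-regenerating) with 3 mice giving both groups, and 496 genes had an unadjusted p under 0.05. Oxidative phosphorylation genes had a median log2 fold change of -0.02 over 25 measured, ribosomal protein genes 0.05 over 54, and NFE2L2-dependent antioxidant genes -0.19 over 20 (fry adjusted p = 0.846, 0.894 and 0.846).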

### Building Regeneration Classifier with Garnett

Unsupervised clustering above may not capture all transcriptomic features likely due to both the relatively low sample size coupled with the unusually high sequencing depth^31^. To gain further insights, we turned to an R package called Garnett, a supervised clustering tool to generate custom cell type classifier based on scRNA-Seq data^4^. Using both clusters found from Seurat and the regeneration phenotype within Cluster 1, we trained the program to specifically detect regenerating CST neurons. Based on the p-value and logFC of markers found from DE genes in each cluster and between regenerating and non-regenerating neurons, we generated the marker file. Using the marker file (initial marker genes listed in Fig. 3d) and scRNA-Seq data, we trained the program to generate the Regeneration Classifier (RC), which includes 4 groups: Cluster 1 regenerating, non-regenerating, and unknown; Cluster 2 unknown (marked as Cluster 2) (Fig. 3c).

We applied the RC to gauge the regenerative ability of neurons based on published scRNA-Seq data. First, we applied it to a recent adult mouse primary motor cortex dataset (10x v3) as this represents the cognate anatomical site for CST neurons^15^. To our initial surprise, a substantial portion of glutamatergic neurons (which include CST neurons) were classified as regenerators (Fig. 3e,f). Restricting the analysis to glutamatergic neurons revealed cortical layer and neuronal projection-specific classifications (Fig. 3g,h). While most of extratelencephalically projecting neurons were non-regenerators, L6 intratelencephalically projecting neurons and L6b neurons were mostly regenerators (Fig. 3i). L5 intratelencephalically projecting neurons were a mixed population. These observations are consistent with a previous *in vivo* imaging study indicating that L6 neurons exhibit a higher frequency of regeneration than L2/3/5 following laser axotomy^32^. Applying RC to scRNA-Seq data from adult raphe nucleus^33^ and DRG neurons^34^ classified these two neuronal populations mostly as regenerators (raphe: 96%; DRG: 87–99%) (Fig. 3j), consistent with the observations in the literature that 5HT raphe neurons and DRG neurons tend to regenerate better following CNS injury^35,36^.

### Regeneration Classifier reflects neurodevelopment stage

One prediction for a valid RC would be that it would follow a developmental timeline, which may vary among different neuronal types. We applied the RC to published scRNA-Seq dataset from a list of neuronal types or CNS regions across developmental stages (Supplementary Table 9, Extended Figs. 3–6, Supplementary Figs. 1–3). Each dataset was analyzed for all cell types as well as neurons only. Based on the result, we measured the regenerating ratio defined as regenerating neuron numbers over sum of regenerating and non-regenerating neurons (assuming unknowns have the same ratio of regenerating vs non-regenerating neurons).

Results indicate that many neuronal types and CNS regions lose their regenerative potential between birth and postnatal day 23, roughly corresponding to the juvenile stage (Fig. 4) (also see Supplementary Information for more detailed results). Neurons in the ventral midbrain exhibit an earlier partial decline by around E15.5. RGCs exhibit a sharp drop of regenerative potential between birth and P5, strikingly resembling the pattern from previous *in vitro* studies^37^ (Fig. 4; Extended Data Fig. 3, compare panels *g* and *h*). Sensory cortex, prefrontal cortex, hypothalamus, visual cortex, and motor cortex in turn lose their regenerative potential between P17–21 and P56 (Extended Data Fig. 4, 5). Motor cortex did not completely lose its regenerative potential by P56. Spinal cord neurons exhibit an incomplete loss of their regenerative potential by P56, again likely reflecting spontaneous regenerative ability of some spinal interneurons^38^ (Extended Data Fig. 6). Cerebellum did not lose most of its regenerative potential by P17–21 (which lacks data for P28–56), while DRG and raphe nuclei retain most of their regenerative potential by P56 (the latest time point analyzed). These results illustrate that our RC has predictive value to gauge the regenerative potential across neuronal types, anatomical regions, and developmental timeline. Future studies will reduce noise and refine its predictive power.

### Applying Regeneration Classifier to other axon injury studies

Applying the RC to scRNA-Seq data from published CNS injury studies revealed a partial transition from non-regenerators to regenerators that is accelerated by molecular interventions (Fig. 5). Adult spinal neurons exhibit a notable baseline regenerative potential^39^, likely reflecting that of some interneurons (Extended Data Fig. 7)^38^. Following spinal cord injury, a gradual transition occurred from non-regenerators to regenerators within the first 7 days post injury (Fig. 5a). In the retinal system, adult RGCs exhibited a very low baseline regenerative potential, yet the same transition towards a high regenerative potential occurred within 7 days after optic nerve crush (Fig. 5b, Extended Data Fig. 8)^40^. These data are consistent with a previous study indicating that neurons revert to a transcriptional growth state soon after injury without any molecular or cellular intervention^41^. With molecular interventions such single, double or triple gene manipulations (involving *PTEN;SOCS3* loss of function and/or *CNTF* gain of function), this reversion is accelerated in the retinal system (Fig. 5c, Extended Data Fig. 9)^42^. Applying the RC to DRG neuron data with multiple injury models^43,44^ revealed a high regenerative potential for pre-injury DRG neurons that did not substantially change after injury (Fig. 5d, Extended Data Fig. 10). While some of the unknown classification may be due to insufficient transcriptomic information, the temporal pattern of transition suggests that the unknown classification may also reflect a transitional state between regenerators and non-regenerators.

## Discussion

In this study, we adapted a Patch-seq workflow to conduct single cell sequencing on regenerating CST neurons following *PTEN*;*SOCS3* gene deletion. The high sequencing depth afforded by this approach allowed us to conduct bulk-seq analyses on differential gene expression in addition to single cell analyses such as Seurat and Garnett. The former led to the identification of new candidates of regeneration regulators, one of which, *NFE2L2* (also known as *NRF2*), has been validated with *in vivo* injury models. The latter led to the development of a Regeneration Classifier that exhibits predictive value for the regenerative abilities of a wide spectrum of neuronal types based on their single cell profiles. Thus, deep sequencing of even hundreds of neurons may reveal new biological insights into neuronal regeneration following traumatic injuries.

The GO and IPA analyses illustrated the critical importance of protein translation, oxidative stress response, and mitochondria biogenesis/function in CST regeneration. Regenerating CST neurons differentially overexpress genes and pathways involved in protein translation including eIF2, eIF3F, eIF4 and p70S6K. This is in line with the published literature on PTEN/mTOR and other pathways demonstrating the importance of protein synthesis in CNS axon regeneration^1,45^. In our study, both regenerating and non-regenerating CST neurons underwent *PTEN;SOCS3* gene deletion and hence their transcriptomic differences do not necessarily reflect differences in PTEN/mTOR or SOCS3/STAT3 signaling. Other genes/pathways known to regulate axon growth and regeneration were also captured in our study, such as MYC, IGF1R and HTT (Supplementary Table 4). MYC overexpression synergizes with *PTEN;SOCS3;CNTF* manipulations to promote robust retinal axon regeneration after optic nerve crush^46^. Administration of IGF1R antibodies blocks CST axon extension in the postnatal spinal cord^47^. HTT (Huntingtin) mediates host CST axon regeneration into neural stem cell graft implanted at a spinal cord injury site^41^.

Compared with protein translation, much less is known about the role of antioxidant response and mitochondria biogenesis in CST regeneration. In our study, *NFE2L2* and *PPARGC1* emerged as two top upstream regulators of pathways enriched in regenerating neurons. NFE2L2 (NRF2) is a master regulator of the antioxidant defense system^48^. Upon oxidative stress, NRF2 enters the nucleus and mediates the transcription of antioxidant genes through binding to an enhancer element called antioxidant response element (ARE). Extensive studies have shown a cytoprotective role for NRF2 in a variety of pathological conditions including inflammation, cancer, cardiovascular and neurodegenerative diseases. *NFE2L2;PTEN* double gene deletion abolishes CST regeneration induced by *PTEN* deletion, pointing to an important role for NRF2-mediated antioxidant response in CST regeneration. As aging reduces the expression level of NRF2^49^, this may partially account for the age-dependent decline in CST regeneration previously reported with PTEN deletion^9^. Conversely, a previous study indicates that reactive oxygen species (ROS) is required for peripheral and dorsal column sensory axon regeneration^50^. Thus, the complex roles of ROS, oxidative stress and antioxidant defense system, including any neuronal type-specific regulation, remain to be fully elucidated.

Another top candidate, PPARGC1A (or PGC-1α), is a master regulator of mitochondrial biogenesis^51^. Although the *in vivo* role of PGC-1α in CST regeneration remains to be validated, our observation that these two genes (*NFE2L2, PPARGC1A*) sit at the top of the regulatory network in regenerating neurons highlights the critical importance of both antioxidative response and mitochondria biogenesis. Indeed, mitochondrial function and dysfunction are intimately linked to oxidative stress and redox state within the cells. There is evidence that *NFE2L2* cross-regulates with genes involved in mitochondrial biogenesis and function^52^. Conversely, PGC-1α has a role in antioxidant response^53^, and can co-activate the transcription of *NFE2L2*^26^; PGC-1α and NFE2L2 may even cross regulate^54^. Thus, resolving oxidative stress and maintaining healthy mitochondria function are likely two important and related aspects of CST axon regeneration. Previous studies stressed the importance of mitochondrial motility and energy metabolism in CNS regeneration^55–57^. The current study emphasizes the importance of countering the negative consequences of mitochondrial dysfunction. Outside of NFE2L2 and PGC-1α, other top candidates such as SETD3, if functionally validated *in vivo*, may lead to additional biology insights.

We used the Garnett R package to train a Regeneration Classifier based on DE genes within Cluster 1. We found that our Regenerating Classifier can be applied in an unbiased manner to characterize any published single cell dataset. This generated a pattern of regeneration classification for various neuronal populations that remarkably mirrors prior knowledge on their regenerative potential based on the neuronal type and developmental stage. Overall, embryonic neurons tend to be classified as regenerators while adult neurons exhibit the opposite trend. Within adult neurons, while RGCs and many other CNS neuronal types exhibit a low regenerative potential, DRG and serotonergic neurons in the raphe nuclei exhibit a high regenerative potential based on the RC, with other neuronal types falling in between. Applying the RC to CNS injury datasets (CST neurons and RGCs) corroborated with an emerging hypothesis that CNS neurons revert to a regenerative state after injury^41^, which can then be accelerated (and possibly sustained) with molecular intervention. In contrast, DRG neurons sustain a high regenerative potential after sciatic nerve crush, dorsal root crush or spinal cord injury, indicating the involvement of neuron-extrinsic influences in the different regenerative outcomes following different types of injury. Because our Regenerative Classifier was developed based solely on data from CST neurons following *PTEN;SOCS3* deletion, these results also indicate the existence of some universal transcriptomic features underlying the regenerative abilities of many different neuronal populations.

Finally, our work highlights the value of deep sequencing on a relatively small number of neurons in studying the biology of CNS axon regeneration. As such, deep sequencing of even hundreds of CST neurons may lead to the identification of new regeneration regulators and the development of a widely applicable Regeneration Classifier. A recent study applying high depth SMART-Seq2 to hundreds of FACS-purified RGCs demonstrated that high depth, low sample size sequencing can distinguish two rare, transcriptionally similar neuronal subtypes that could not be distinguished with droplet-based scRNA-Seq^58^. Therefore, high depth, low throughput scRNA-Seq methods have a unique niche in distinguishing transcriptionally similar neuronal subtypes or even states. In our study, the differential gene expression between regenerating and non-regenerating CST neurons likely reflected the different regenerative states rather than neuronal subtypes. High depth, low throughput scRNA-Seq methods will continue to complement low depth, high throughput methods in understanding new biology.

## METHODS

### Mice

We used *PTEN*^*fl/fl*^*;SOCS3*^*fl/fl*^*;tdTomato*^*fl/fl*^ mice for Patch-Seq experiments and *tdTomtato*^*fl/fl*^ mice for control. Cre mediated recombination induces gene deletion for *PTEN* and *SOCS3*, and simultaneously activates the *tdTomato* reporter gene targeted to the ROSA26 locus. For *NFE2L2* function validation experiment using genetic loss of function, we used *NFE2L2*^*fl/fl*^ mice from Jackson Laboratory (C57BL6-*Nfe2l2*^*tm1.1Sred*^/SbisJ ,Strain #: 025433) and bred this line to *PTEN*^*fl/fl*^ mice to obtain *NFE2L2*^*fl/fl*^*;PTEN*^*fl/fl*^ mice. All mice were assessed in C57BL/6 background. All procedures were approved by the Institutional Animals Care and Use Committee at University of California San Diego and at VA San Diego.

### Mouse surgeries

We performed three mouse surgeries prior to Patch-Seq based cell collection. At the age of 8 weeks, AAV-retro-Cre (10^13 gc/ml titer, Boston Children’s Hospital Viral core; same below) was injected to low T8 level of the spinal cord. Using a 10 μl Hamilton Syringe with a glass pipette attachment, we injected 0.8 μl virus at 0.1 μl/min to 0.5 mm left from the center of the spinal cord and 0.5 mm deep unilaterally. Four weeks after the first injection, dorsal hemisection (0.7 mm depth) was performed 0.5 mm above the injection site at T8, as previously described to lesion the main and dorsolateral CST axons^1,2^. A pair of superfine straight vannas scissors (Cat # 501778, WPI) were used to cut the dorsal half of the spinal cord in multiple cuts at 0.7 mm depth, and the injury completeness was ensuring by passing a microfeather blade at 0.7 mm depth (Cat # 200300715, pfm medical) once in both directions. After 6 weeks, AAV-retro-GFP (10^13 gc/ml titer) was injected at the same injection site for the first injection. Four weeks after the second injection, we sacrificed the mice and collected single cells using a patch clamp setup. A small number of mice underwent the same procedures but were perfused with 4% Paraformaldehyde (PFA) instead for immunohistochemical examination and quantification of retrogradely labeled CST neurons.

For *NFE2L2* function validation experiment, we performed three mouse surgeries prior to the terminal procedures. At the age of 8 weeks, we injected AAV-Cre (10^13 gc/ml titer) Virus at a rate of 0.1 μl/min for 4 min, total 0.4 μl per injection unilaterally at 0.5mm depth to the hindlimb-projecting sensorimotor cortex after craniotomy (Coordinate: 1.4 mm lateral, 0.1 mm posterior; 1.0 mm lateral, 0.6 mm posterior; and 1.4 mm lateral, 1.1 mm posterior from bregma) as previously described^1,2^ After 4 weeks, we perform the dorsal hemisection spinal cord injury at T8. After 6 weeks, biotinylated dextran amine (BDA, Cat # D1956, Invitrogen) was injected into the same coordinates of the cortex as AAV-Cre above to trace CST axons. Mice were sacrificed 2 weeks after the BDA injection with pentobarbital followed by PFA perfusion.

### Immunostaining and microscopy imaging

For quantification of retrogradely labeled CST neurons, DAPI (1:5000) was applied to stain the nuclei and sections were mounted on Superfrost Plus slides and Fluoromount-G was used as the mounting medium. The slides were visualized under a Zeiss AxioImager M1 fluorescence microscope using separate filters for GFP, tdTomato and DAPI. GFP and tdTomato were visualized with their native signals without immunostaining. Images were taken and the numbers of neurons carrying GFP and/or tdTomato signals were quantified.

For *NFE2L2* function validation experiment, sagittal spinal cord and transverse medulla sections were stained with rat anti-GFAP primary antibody (Cat # 13–0300, ThermoFisher) and anti-Rat secondary antibody conjugated with Alexa 488 (Cat # A-11006, ThermoFisher). BDA was stained with ABC kit (PK-4000, Vector Labs) and TSA reagent Cy3.5 (NEL744001KT, Perkin Elmer), as described^2^. Tissue sections were imaged with 10x and 20x objectives. To assess CST regeneration, we quantified the rostral axon density indices and the caudal axon number indices as previously described^2,3^. Specifically, labeled CST axon densities measured at defined distances rostral to the injury site were averaged over ~10 sagittal sections and then normalized against the axon density at 1.5 mm rostral to injury; labeled CST axon numbers counted at defined distances caudal to the injury site were averaged over ~10 sagittal sections and then normalized total axon count in the medulla. All quantifications were conducted by experimenters blinded to the genotypes, sometimes by multiple experimenters independently to check the results.

### RNAScope

To confirm conditional *NFE2L2* gene deletion in brain tissue, a custom fluorescent RNAScope Multiplex Fluorescent V2 Assay (ACD Biotechne, Cat #323100) was used to detect mRNA. Probes targeting *NFE2L2* (exon 5) and *Bcl11b* (marker for CST neurons) were used. For each experimental or control condition, coronal brain sections measuring 20 μm in thickness from three mice per genotype were selected spanning the region of AAV-Cre injections. The sections were mounted and baked onto Superfrost Plus slides (Thermo Fisher Scientific) and blocked for endogenous peroxidase activity; subsequently slides underwent antigen retrieval treatment and allowed to dry overnight. On the following day, sections underwent protease treatment, and probes were hybridized and amplified. Signal was detected with TSA Vivid^™^ Fluorophore Kit 570 (Tocris, Cat #7526) and TSA Vivid^™^ Fluorophore Kit 520 (Tocris, Cat #7523), and counterstained with DAPI for nuclei; 10× images were taken spanning the entire cerebral cortex, and 20× images were taken at Layer V.

### Patch clamping and single cell extraction

Mice were sacrificed with Ketamine/Xylazine mix followed by perfusion with bubbling sucrose cutting solution and decapitation. Mouse brains were sliced with VT1000 vibratome (Leica) into 200–400 μm slices. Neurons in acute brain slices were visually identified under illumination with an infrared Dodt Gradient Contrast system (Scientifica) and fluorescence (488 and 594 nm). Patch pipettes (6–10 MOhm; 1.2 mm O.D.) were filled with intracellular solution (K-gluconate 130 mM; KCl 2 mM; CaCl_2_ 1 mM; MgATP 4 mM; GTP 0.3 mM; phosphocreatine 8 mM; HEPES 10 mM; EGTA 11 mM; pH 7.25 and 300 mOsm) containing 0.4 U/μl recombinant RNase inhibitor (Clontech).

Under the Dot contrast, the suction pipette was used to remove the top layer of the tissue slice including dead debris and connective tissue to expose CST neurons. Then, the patch pipette tip was lowered. Using red fluorescence (tdTomato), CST neurons were identified, and patch pipette was approached to the cell to form a giga seal. After making whole cell configuration, using the strong attachment, the entire cell on patch pipet was lifted straight out of the solution. The content was expelled into a PCR tube containing 5 μl of lysis buffer (made using NaCl 350 mg, Triton 500 μl, NP-40 500 μl, deoxy 2.5 ml, Tris HCl pH 8.8 1 ml, Tris HCl pH 6.8 1.5 ml, HEPES 240 mg, pH adjusted to 8) by breaking the end of pipette tip and immediately flash frozen using liquid nitrogen. The cellular material was centrifuged followed by 1 to 2 freeze thaw cycles to ensure complete lysis of the material.

### Modified aRNA protocol

We processed collected single cells using the modified aRNA protocol previously described^4^ followed by Illumina TruSeq Stranded mRNA library prep (Cat # 20020594, Illumina).

### Sequencing and data processing

Size distribution of sequencing libraries was assessed by Agilent D1000 Screen Tape (5067–5582) on an Agilent 2200 TapeStation, and library concentrations were measured by Qubit from the IGM Genomics Center at UC San Diego. Libraries were multiplexed and sequenced on an Illumina NovaSeq System with 150 bp pair-ended reads and trimmed to 100 bp reads.

Sequencing reads were further trimmed from both ends based on quality score. The trimmed reads were mapped to mouse genome (Release M22, GENCODE) using STAR aligner (STAR - 2.5.3a) at the Triton Shared Computing Cluster (TSCC), UC San Diego^5^. Mapped samples were processed using HTSeq and made into read tables.

### Data analysis and developing Regeneration Classifier (RC)

Because our Patch-Seq data with linear amplification is different from regular 10x based single call data or bulk RNA, we used both DESeq2 and EdgeR to identify differentially expressed (DE) genes. We conducted Gene Ontology (GO) analysis using the gene list and p-values from our data using topGO package. For clustering, we generated a Seurat object from the data and ran through the Seurat workflow. Cell types were initially classified using SingleR package. Upon publication, we will share our code in the following GitHub page: https://github.com/neurohugo/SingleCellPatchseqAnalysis.

The Ingenuity Pathway Analysis (IPA) was done with two different methods. First, for the independent network analysis, we applied all DE genes to the field and connected them together. Then we applied the Grow function to expand the network, limited only one step upstream. We removed all the unconnected genes and organized hierarchically to find the hub genes. We removed the non-hub upstream genes for Fig. 1n. In addition, we independently applied the Core Analysis and Graphical Summary.

Finally, we generated the Regeneration Classifier (RC) from the DE genes in regenerating neurons of Cluster 1 using Garnett^6^. We used Garnett to train cell type classifier using the dataset we obtained in this study, and applied it to other datasets from the scRNAseq package (Bioconductor)^7^ and published papers (listed in Supplementary Table 9). All data were transformed into Seurat objects^8^ and classified using the Regeneration Classifier. Using the RC, we also generated the package “RegenOrNoRegen”, which is available in the same GitHub page.

### Data repository

Single cell sequencing data is available in GSE205769. The package for RC application is available in the GitHub page above.

## Figures and Tables

**Figure:**
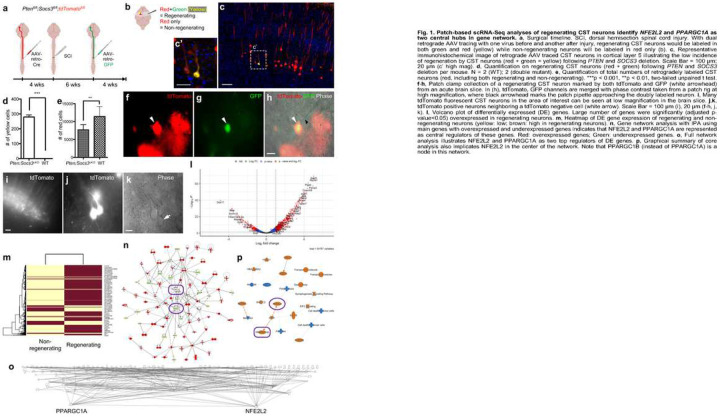

**Figure:**
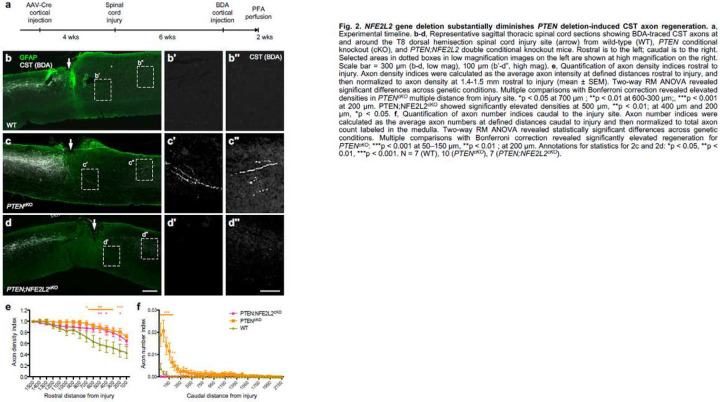

**Figure:**
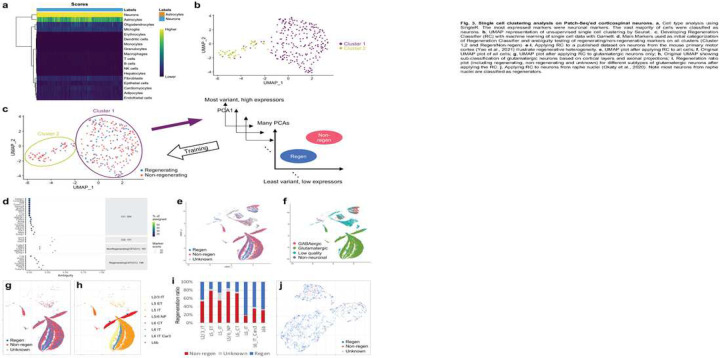

**Figure:**
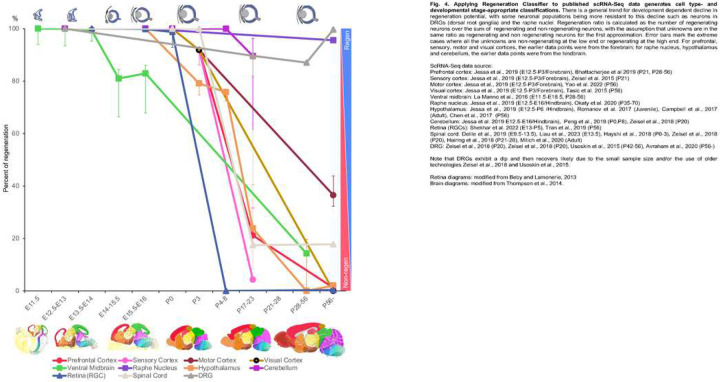

**Figure:**

How the deposited data were processed for this re-analysis (not part of the article)

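The deposited data hold 330 libraries, of which 326 are single corticospinal neurons collected by patch pipette from brain slices of mice with PTEN and SOCS3 deleted in the CST (123 regenerating, 203 non-regenerating) and 4 are bulk brain references that the paper does not describe. Mice were 22 weeks old at collection. A deposited table names the group and the animal of each library, with 28 animals, and its groups matched the labels of all 330 libraries. The deposited matrix holds counts of reads per gene for 54752 genes, and 5 further lines count reads outside genes, with ambiguous, unaligned, multiply aligned or low-quality alignments. The authors made these counts by aligning reads with STAR 2.5.3a to the mouse genome with GENCODE M22 and counting them in genes with HTSeq, whose version and strand setting are not stated. All counts were whole numbers, neither normalized nor filtered as deposited. Gene identifiers without their version were matched to GENCODE M21 on GRCm38, since M22 was not at hand, for 54723 genes.

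The mouse was taken as the replicate. Raw counts were summed over the cells of each mouse and group with at least 2 cells, which gave 42 sums (19 regenerating, 23 non-regenerating) from 25 mice, 17 of which gave both groups. Sums were compared in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood F test, mouse as a block), with a threshold of 0.05 on the adjusted p (Benjamini-Hochberg). Standard errors of log2 fold changes were taken from the F statistic, and edgeR holds p no lower than that of a Poisson model. Over the 17 pairs, the correlation of centred log2 values between the 2 groups of a mouse had a median of 0.133 and was over 0.1 in 11 pairs, against -0.01 between different mice, and the block was kept because both groups came from the same animal. On simulated sums over 5956 genes, the blocked test recovered 94%, 100%, 100% and 100% of 4-fold, 8-fold, 16-fold and 32-fold changes and called 5 of 5756 unchanged genes. Without the block it recovered 64%, 94%, 96% and 100% and called 119 unchanged genes. The sums were drawn from the means and dispersions of the blocked fit, so its mouse effects were built in. They thus favour the block and cannot show which design suits the real sums. Real sums, in which single cells can hold much of a count, may give lower recovery. A simulated list of 60 genes raised 4-fold had a fry p of 2.6e-12, and an unchanged list 0.247.

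Gene lists (24, for pathways and cell types) were written before the data were examined and tested with fry and camera (limma 3.58.1) on the edgeR design, camera with its preset and with an estimated correlation, and adjusted over lists. List totals per mouse, as log2(CPM + 1), were also compared over the 17 mice by an exact two-sided sign-flip test and placed among 10000 random lists of the same size, matched in 20 bins of summed CPM. This paired test was chosen after the data were seen. Named genes were set by rule: all genes that the paper names, for each list the 2 measured members with the highest and the 2 with the lowest log2 fold change, and for cell type lists the 3 with the highest CPM, which made 123 genes. A part of the rule for genes past the threshold named none. Genes named as leading a cluster and the 6 satellite-like genes were chosen after their values were seen.

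Levels of a group are CPM over all of its cells with exact Poisson intervals. Shares of cells have exact binomial intervals. Both cover counting error only. Depth differed widely between cells, with quartiles of 16069 and 220110 gene counts over all 326 cells, so shares of cells were also taken after each cell had been thinned to 20000 counts, which 229 cells allowed (100000 was to be used unless over 1 in 3 cells held fewer, as was the case). Cell identity was the marker list with the highest mean log2(CPM + 1). Clusters were made with Seurat 5.3.0 (2000 variable features, 10 dimensions, resolution from 0.1 in steps of 0.1) in the 170 cells with at least 2000 genes and 50000 counts. SingleR, Garnett, topGO and Ingenuity Pathway Analysis were not run. Alternatives set in advance were DESeq2 1.42.0, no block, no filter and a stricter filter (CPM of at least 50), other scaling, mean CPM of cells with limma, thinned cells, the highest cell of each gene left out, sums of at least 4 cells, quality cells, neuron-led cells, single clusters, and other settings of the clusters (1000 or 5000 features, 20 dimensions, all cells). Alternatives added after the data were seen were leaving out the 3 cells with over 30% of unique reads in genes (all regenerating), the 7 cells with over 10% (3 regenerating, 4 non-regenerating) or the 6 satellite-like genes, a robust fit, and the missing block or missing filter joined with these or other choices. The bulk libraries were left out of all comparisons. Images, histology and the NFE2L2 experiment hold no deposited counts and were not examined.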

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

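Of the tests in this part, that of GC content was set before its result was seen, and those of strand, unspliced RNA, genomic DNA, the cells rich in gene reads, astrocyte RNA, list totals, satellite-like genes and groups were chosen after the results were seen.

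Reads in genes that the paper does not discuss were seen in the single cells at levels above those of the bulk brain libraries. The 1492 chemoreceptor genes, which serve smell and taste, took 1.54% of the gene counts of the median cell (highest bulk library 0.0502%), and 6 satellite-like genes took 13.8% (highest bulk library 0.267%). The tables argue against counts on the wrong strand and against unspliced RNA of neighbouring genes of other kinds, which would fill chemoreceptor genes that lie near such genes and leave the rest nearly empty. Chemoreceptor genes with no gene of another kind within 10 kilobases on the opposite strand held 1.14 times the counts per exonic kilobase of those with one (95% bootstrap interval over genes 0.914 to 1.44), and those with none on either strand 1.10 times (0.857 to 1.48). Other chemoreceptor genes, which lie in clusters, were not counted as neighbours. Genomic DNA carried into the amplified material remains a candidate source. It would bring the counts per exonic kilobase of chemoreceptor genes with no gene of another kind near on either strand close to those of other genes with no gene near at all. This ratio was 0.567 in the single cells without the 3 rich in gene reads, 0.0169 in those 3 cells and 0.00467 in the bulk libraries. No biological explanation was tested.

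Oxidative phosphorylation genes were higher in regenerating cells in 2 ways. In the edgeR fit without the mouse block and with no filter the median log2 fold change of the list was 1.30, which may come from libraries rich in gene reads, since it was -0.43 without the 3 regenerating cells of over 30% of unique reads in genes and -0.074 without all 7 cells of both groups with over 10%, of which the 4 non-regenerating ones had raised the level of their group. Astrocyte markers stood at 10719 CPM in the 3 cells, 588 CPM in the other regenerating cells and 12494 to 19437 CPM in the bulk libraries, with 88.1% of the regenerating counts of Aldoc and 92% of those of Glul in the 3, so RNA of several cell types in these is a candidate source for that median, although each cell was targeted singly by pipette and a marker of the list had a count in 43.8% of non-regenerating neurons on average. Neuron markers were higher in the 3 cells too, at 10111 CPM against 816 CPM in the other regenerating cells. Ribosomal proteins were as well (22564.5 against 2478 CPM). The astrocyte level alone thus cannot tell RNA of other cell types from a larger share of gene reads of any kind in these libraries. Within mice the tables argue against these libraries as the whole cause, since the total stayed higher in 13 of 17 mice, with a mean log2 difference of 0.77 without the 3 cells and 0.90 without the 7 (standard errors 0.22 and 0.26, exact permutation test, adjusted p = 0.023 and 0.022), and the levels of the groups were 2042 and 1260.0 CPM without the 7. Astrocyte markers also leaned higher within mice (by 0.66 in 11 of 17 mice, 0.34 in 12 without the 7 cells and 0.88 in 13 without the highest cell of each gene, adjusted p = 0.58, 0.72 and 0.035), but the list was higher by 1.00 (standard error 0.40) in the 6 mice in which they were not, by 0.94 (0.34, 7 mice) without the 3 cells, by 1.00 (0.49, 5 mice) without the 7 and by 0.87 (0.71, 4 mice) without the highest cells, which argues against astrocyte RNA as the whole cause but leaves a part open in so few mice, and higher expression across regenerating neurons is neither excluded nor shown, as the paired adjusted p ran from 0.022 to 0.78 over 7 alternatives, the total was higher in 8 of 13 mice in thinned and 7 of 11 in quality cells, and in thinned cells 39 of the 78 genes were found in a larger and 39 in a smaller share of regenerating cells (on average in 14.5% of regenerating and 14.1% of non-regenerating cells).

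The 2 clusters of cells were not split along the groups alone, since 50.8% of the cells of the smaller cluster were regenerating, although this was above the 31.8% of the larger one and the 38.8% of all 170 cells. Without the satellite-like genes 90.5% of the cells of the smaller cluster stayed together, so the clusters did not need these genes. Their share of the counts still differed, with medians of 7.14% in the larger and 24.5% in the smaller cluster. Leaving them out cannot exclude a cause that raises this share, since such a cause could act on the remaining genes too. The clusters also differed in GC content. The mean GC content of the genes with a count, in thinned cells, put 88.9% of pairs of cells from the 2 clusters in order. Its medians were 48.3% in the larger and 46.9% in the smaller cluster. The share of satellite-like genes put 0.823 of the pairs in order. The GC mean was taken from counts of the same cells that built the clusters, so another cause of the split could shift it too. GC content thus stays a candidate that this ordering cannot tell from other causes. A difference in cell state stays open as well and was not tested.

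One bulk brain library lay far from the other 3, as its 10 highest genes took 44.9% of the counts, against 13.7% to 16% (gap 0.927 of the range). Of 6 measures tested in this way, chance sets about 1 in 20 apart.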

How the results depend on the processing

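Settings that join the missing block with another choice, leave out the 3 cells rich in gene reads, the 7 with over 10% of unique reads in genes or the satellite-like genes, use a robust fit or use paired list totals were chosen after the data were seen. With the mouse block, edgeR, DESeq2 and limma called no gene under any of 19 alternatives (lowest adjusted p from 0.0595 to 1, with 2.21% to 7.61% of genes at an unadjusted p under 0.05). Without the block, edgeR called 7.98% of the genes tested higher and 4.58% lower, then 3.81% and 5.25% without the 3 cells, 3.99% and 3.21% with no filter, 2.81% and 3.32% with both, 3.43% and 2.52% without the 7 cells, 2.77% and 2.50% without these and with no filter, 0.911% and 0.289% without the highest cell of each gene, 7.22% and 0.457% in the larger cluster and 6.23% and 1.12% in quality cells, and DESeq2 called 1.34% and 0.705%. The cause of these shifts was not tested.

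The median log2 fold change of oxidative phosphorylation genes (0.11) went to 1.29 without the block, 1.30 without block and filter, -0.43 when the 3 cells were also left out (-0.07 for the 7), and 2.09 in the larger cluster and 2.30 in quality cells without the block. With the block, no filter and without the 3 cells, medians were -0.44 for initiation factors and -0.47 for mTOR and p70S6K genes (fry adjusted p = 0.0485 for both, against 0.445 for both by camera with an estimated correlation, and by fry up to 0.939 in other settings) and -0.41 for NFE2L2 antioxidant genes. Over all genes the median was -0.21 in that fit and -0.18 when the block was also left out. Without the block as well, initiation factors were at -0.58 and NFE2L2 genes at -0.42 (-0.41 without the 7 cells), and in the larger cluster without the block at 0.36 and 0.73. Mitochondrial biogenesis genes were at 0.29 with CPM of at least 50. Signs changed in 22.9% of 681 comparisons of list medians and 17.2% of 3069 of named genes. Of the list medians 596 moved by less than a standard error and stayed on their side of the threshold.

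The paired difference of oxidative phosphorylation genes (0.91) kept its direction but lost its call in quality cells (0.73, adjusted p = 0.56), sums of at least 4 cells (0.49, 0.28), thinned cells (0.93, 0.78) and neuron-led cells (1.38, 0.14). That of ribosomal proteins (0.66) did so too, at 0.73, 0.45, 0.57 and 0.86 (adjusted p from 0.022 to 0.85 over its 7 alternatives). These 4 settings have 9 to 13 mice. Among random lists matched on the share of cells with a count, the 2 lists lay at percentiles 99.98 and 99.86, and ribosomal proteins at 98.66 by mean CPM of cells. The cluster with fewer cells held 27.3% regenerating cells when all cells were clustered and 34.9% in thinned cells, but shared 0 and 1 of the 63 cells of the smaller cluster. In thinned cells 62 of the 63 lay in the other cluster, with 38.3% regenerating cells. Depth limited which genes could be tested, with 5956 of 54752 past the filter and 226 in thinned cells.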

Differences from the paper's values

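The paper does not state whether cells or mice were the replicates of its tests, and the tests here took mice, which applies to all counts of genes below. The paper's EdgeR thresholds also ask for a 2-fold change, at which the unblocked edgeR counts here are 475 and 272. The paper states 711 overexpressed and 151 underexpressed genes by DESeq2, and here DESeq2 with the mouse block called 0 and 0 (453 at an unadjusted p under 0.05). By EdgeR the paper states 4813 and 2948, and here the numbers were 0 and 0 (2.87% of 5956 genes at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed this gap, with 475 and 273 without the block and 0 and 0 in the others. For genes called by both tools the paper states 474 and 135, and here the numbers were 0 and 0, or 65 and 35 without the block in both tools, a setting chosen after the values were seen. For Cluster 1 the paper states 661 and 70 by DESeq2, and here the larger cluster gave 0 and 0 by edgeR (301 at an unadjusted p under 0.05). The paper clustered more cells than were clustered here, so the larger cluster need not match Cluster 1, and the tools differ too. Without the block the larger cluster gave 884 and 56 by edgeR, within 1.5 times of the paper's counts. This setting was chosen after the values were seen, and chance splits gave as many. How many of the paper's own genes this fit drops cannot be counted because the paper's gene tables were not available.

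In units of 1000000, the paper gives about 1 read pair per cell mapped uniquely to exons, in a sentence on its target of 5 reads per cell. The deposited counts in genes had a median of 0.0544 per cell, and all reads a median of 2.06. The paper kept 307 cells after quality control by a rule it does not state, and the rule here kept 170. The paper classified 99% of the 307 cells left after quality control as neurons with SingleR. Here, over all 326 cells with no quality rule, general neuronal markers led in 52.1%, or 54% by the share of list members with a count, which differs as well. Markers of interneurons, which are neurons too, led in a further 13.8%, or 15.0% by that share. The class and the set of cells are thus unlike those of the paper. Background reads in the single cells may also set which list leads, so the remaining cells need not be of other types. In Cluster 2 the paper counts 10 regenerating cells, and the smaller cluster here held 32. With all cells clustered it held 12, within 1.5 times of the paper's number, but in a cluster that shared none of the 63 cells of the smaller one. It held 22 and 34 with 1000 and 5000 features, 33 with 20 dimensions, 38 in thinned cells (with 1 of the 63 cells, 62 lying in the other cluster with 46) and 34 without the genes more than 2-fold different between the groups, which all differ.

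The paper names Atp5a1, Atf4 and Eif3f as overexpressed, and within mice their log2 fold changes with no filter were 0.04, -0.04 and -0.37, with higher regenerating sums in 4, 8 and 5 of 17 mice. Atpif1 and Setd3 had positive values within mice, 1.82 and 0.68, without passing. In settings chosen after the values were seen, edgeR without the block called Atp5a1, Atf4, Eif3f and Setd3 higher with no filter, and Atf4, Eif3f and Setd3 higher in the larger cluster and in quality cells. The paper infers MYC as activated, and Myc itself was lower in 13 of 17 mice, while the total of its targets was higher in 11 of 17. It infers RICTOR as inhibited, and the log2 fold change of Rictor was -0.11 with the block and 0.63 without it. Transcript levels of Myc and Rictor are a different measure from the activity that the paper inferred from target genes, so they do not contradict it. The paper describes Cluster 2 as enriched in non-regenerating neurons, and here the smaller cluster held 50.8% regenerating cells against 31.8% in the larger one, and 27.3% against 38.8% when all cells were clustered, which is the paper's direction but in other cells, as that cluster shared none of the 63.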

Other observations

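The tests of paired list totals and of other splits in this part were chosen after the results were seen. Glycolysis genes had 9 of 18 measured, 7 positive, median log2 fold change 0.20 (fry adjusted p = 0.885), with Gpi1, which converts glucose 6-phosphate, at 1.06 (standard error 0.53) and Hk1, the hexokinase of brain, at -0.74 (standard error 0.44). Regeneration-associated genes had 15 of 40 measured, 6 positive, median log2 fold change -0.10, with Gap43, a growth cone protein, at -0.63 (standard error 0.60), Stat3, which SOCS3 restrains, at -0.53 (standard error 0.42), and Klf6, a transcription factor of axon growth, at 0.43 (standard error 0.51). ATF4 stress response genes had 4 of 20 measured, 3 positive, median log2 fold change 0.17, and interferon response genes 2 of 22 measured, 2 positive, median log2 fold change 0.12. Immediate early genes of slicing had a total that was higher in the regenerating cells of 6 of 17 mice (mean log2 difference -0.32, exact permutation test, adjusted p = 0.78), and -0.51 without the 3 cells rich in gene reads (adjusted p = 0.42).

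Among cell types, astrocyte genes had 7 of 18 measured, 6 positive, median log2 fold change 0.46 (camera adjusted p = 0.039, and adjusted p = 0.658 with an estimated correlation), with Slc1a3 at 0.89 (standard error 0.45). Their paired total differed by 0.66 (higher in 11 of 17 mice, adjusted p = 0.58), by 0.25 without the 3 cells rich in gene reads (higher in 10 of 17 mice, adjusted p = 0.90), and by 0.88 without the highest cell of each gene (higher in 13 of 17 mice, adjusted p = 0.035). Over the 7 alternatives of this total the adjusted p ran from 0.035 to 0.90. The total of mTOR and p70S6K genes was lower without the highest cell of each gene (-0.36, lower in 12 of 17 mice, adjusted p = 0.035), with an adjusted p from 0.035 to 0.99 over all settings. Neuron genes had 12 of 15 measured, 6 positive, median log2 fold change 0.07, genes of other cortical excitatory neurons 18 of 25 measured, 8 positive, median log2 fold change -0.06, interneuron genes 5 of 14 measured, 1 positive, median log2 fold change -0.22, oligodendrocyte genes 4 of 16 measured, 1 positive, median log2 fold change -0.17, microglia genes 2 of 15 measured, 1 positive, median log2 fold change -0.22, endothelial and mural genes 3 of 13 measured, 1 positive, median log2 fold change -0.10, and nuclear-retained noncoding RNAs 6 of 11 measured, 4 positive, median log2 fold change 0.10. Oligodendrocyte markers led in 20.7% of non-regenerating and 10.6% of regenerating cells, or 12.8% and 5.69% by the share of list members with a count.

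The grouping of the mouse sums was set against 100 splits, the real one included. Without the mouse block, 16 of them called as many genes as the real one (748 by edgeR, with 832 in the highest other), 31 did so without the 3 cells rich in gene reads (525 and 608), and 16 in the larger cluster (940 and 998). With the block, 36 had as many genes at an unadjusted p under 0.05 as the real one, in which these made up 2.87% of the genes tested (highest other 332 genes). Chance could not be excluded in any of these 4 counts.

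The 4 bulk brain libraries held 308128 to 3468047 gene counts and 1806 to 13293 genes. Oxidative phosphorylation genes stood at 12718 to 36878 CPM in them, and mitochondrially encoded genes took 9.21% to 16.2% of their counts. Atf3, which is known from peripheral axon regeneration, stood at 2.86 CPM in regenerating and 4.60 CPM in non-regenerating neurons, and the log2 fold change with no filter was -1.06 (standard error 0.69).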
